A study of Danio rerio with 21 samples. Its data were reported in "Blood stem cell-forming haemogenic endothelium in zebrafish derives from arterial endothelium" (2019).

How the data were processed

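Expression was measured by RNA-seq of cells sorted from zebrafish embryos at 28 to 30 hours post fertilisation (hpf). The embryos carried 2 transgenes, a Citrine reporter driven by the P2 promoter of runx1 and an mCherry reporter driven by kdrl, which marks endothelium. Per the labels, batches of embryos were split into injected and non-injected portions, the injected embryos received a runx1 morpholino (MO), whole embryos were dissociated for sorting, and at least 3000 cells were collected per sample. The sorted populations were double-positive cells with high Citrine (DP-R1hi, haemogenic endothelium, HE), double-positive cells with low Citrine (DP-R1lo, aortic roof endothelium, ARE), and double-negative cells (DN, non-endothelial tissue). Samples of the mCherry single-positive and DP-R1med gates are part of the series but were not analysed here. RNA with an integrity number above 8 was taken, and 2.2 ng of total RNA per sample went into SMARTer low-input libraries. The sources used here do not state that this preparation kept the strand, so overlapping and antisense genes cannot be told apart in the values.

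The authors trimmed the paired reads with Trimmomatic 0.32, aligned them with STAR to the zebrafish genome (the methods name it Zv10), counted them per gene with featureCounts and tested them with the generalised linear model likelihood-ratio test of edgeR. Non-injected DP-R1hi and DP-R1lo were fitted together with the other non-injected endothelial gates. Injected and non-injected DP-R1hi and DN were fitted together in a second model. The deposited tables hold 1 row per gene symbol. The authors' CPM values, read counts scaled to each library's effective size, fill 6 columns of each of the 3 tables. The deposited log2 columns hold the authors' fold change and their mean log2 CPM. The deposited score column is the authors' likelihood ratio statistic, and the deposited p-value columns hold its p-value and the Benjamini-Hochberg value (false discovery rate, FDR). Each deposited table lists only genes that the authors called at an FDR under 0.05, the highest being 0.0499, so genes that were tested and not called have no values here. The number of genes tested was recovered from the ratio of the FDR to the p-value and rank: 10916 for HE against ARE, 11479 for both MO tables. By the same ranks, 677, 242 and 41 genes below that FDR were left off the tables for HE against ARE, DP-R1hi and DN. The methods describe a filter on genes with 0 reads in several samples, and 0 of the listed genes had 3 or more values of 0.

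Columns were assigned to samples by name against the sample labels, with 3 libraries in each group. Fold changes are coded HE minus ARE and MO minus non-injected (Wt). The authors' fold changes of both MO tables were coded the other way and were turned, after which their sign matched the group means for 100% of genes in each table. Each column's values were whole multiples of 1 step (tolerance 1e-06), which, taking 1 step as 1 read, puts the effective library sizes at 9.72 to 22.6 M reads. A table of called genes holds too few low values to check this reading for most libraries to the standard set for a count test, so no count test was run. The values were therefore tested as log2(CPM + 1) with limma 3.58.1 (lmFit and eBayes with a mean trend, two-sided) in R 4.3.3. Fold changes are on that scale, which understates the change of low genes. Adjusted p-values are Benjamini-Hochberg values with the number of tests set to the genes that the authors tested, which treats every unlisted gene as p = 1. A gene passed at an adjusted p under 0.05, and no filter on low values was applied. Means ± SD are on the linear CPM scale over 3 libraries. Because the genes had already been selected on the same libraries, a pass is a check under another model and not independent evidence. The methods describe independent experiments, each on embryos pooled from several clutches, but the labels do not say which experiment a replicate number stands for. The limma p-values measure only the spread between these samples. Fisher's exact and hypergeometric tests count genes, which share the same libraries and are not independent. Their p-values do not measure the spread between samples.

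Gene lists, tests, alternatives and the rule for named genes were fixed before the data were examined, except where the text says that a choice came later. The 24 lists were haemogenic transcription factors, blood cell receptors and signalling, DNA methyltransferases, arterial and Notch genes, venous and lymphatic genes, pan-endothelial and angiogenesis genes, primitive erythroid genes, myeloid cell markers, skeletal and cardiac muscle markers, neural markers, epidermis and periderm markers, pronephros, gut and liver markers, neural crest and sclerotome markers, cell cycle and DNA replication genes, cytosolic ribosomal proteins, ribosome biogenesis and nucleolar genes, oxidative phosphorylation genes, glycolysis genes, DNA damage and stress response genes, immediate early and heat shock genes, interferon and inflammatory genes, Hox genes, extracellular matrix and integrin genes, and BMP, TGF-beta and Hedgehog pathway genes. Part of the study's supplementary gene list had been read when the lists were written. Some members (the DNA methyltransferases, gfi1ab, syk, irf1b, pik3cd, angpt1, mpl, sox17, sox32, dll4 and cldn5b) were chosen by the study partly on these samples. So were selp, pik3r1, znf296, wdhd1 and mybbp1a. For those members the direction is not independent evidence. The direction of each list with at least 5 members in a table was tested with Fisher's exact test (two-sided), members higher against lower by the authors' sign, against all other genes of the same table, with Benjamini-Hochberg adjustment over the lists of that table. Enrichment against unchanged genes could not be tested, as the tables hold called genes. For each list the number of members passing limma is given over all genes tested and adjusted over the list alone.

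Genes named in the text were those of the rule fixed in advance: kdrl and the targeted gene where listed; the 10 genes with the largest rise and the 10 with the largest fall among genes that passed, had no overlap between groups and reached a mean of 10 CPM in the higher group; up to 4 members of each list with the largest change, and every member of the haemogenic, methyltransferase and arterial lists; 5 genes of each overlap quadrant; and genes the study names as targets. A gene that the rule selects is not reported here. Overlaps between tables used a hypergeometric test with the smaller number of genes tested as universe. The difference between the MO effects in DP-R1hi and DN was tested with limma as an interaction over the 63 genes listed in both MO tables, whose 12 libraries the authors normalized in 1 model. Alternatives were pseudocounts of 0.25 and 5, a mean of at least 5 CPM, adjustment over listed genes alone, each library left out in turn, the replicate number as a block, rescaling of each library to the same median over the listed genes, and stricter thresholds. Tests with edgeR or DESeq2, planned for the case that whole reads passed that check, were not run.

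The numbering was checked as a pairing by correlating the deviations of same-numbered libraries from their group means. In the DP-R1hi MO table the 3 correlations were 0.128, 0.313 and 0.118, all above 0.1, and the numbers were taken to pair those libraries, which goes with the split batches in the labels. In the other comparisons at least 1 pair fell below 0.1 (0.0942 for HE against ARE, −0.0555 for DN), and as no label ties a number to a split batch, the numbers were not taken to pair them. Libraries with different numbers correlated at 0.0578 at most for HE against ARE, below every same-numbered pair. In the DP-R1hi MO table they reached 0.118, as high as the lowest same-numbered pair. The cut at 0.1 therefore does not settle the pairing. Limma was tested on simulated data: of genes planted with a log2 change of 2, it recovered 82% for HE against ARE, 72% for MO DP-R1hi and 50% for MO DN, and of genes with a change of 1, 30%, 24% and 0%. Of the unchanged simulated genes it called 2 of 2532, 0 of 476 and 0 of 118. Symbols that a spreadsheet had turned into dates (3 in the HE against ARE table, 1 in the DP-R1hi MO table) were kept in counts and not named. Coordinates were not used here, as the names table covers another assembly (GRCz12tu). It held the symbols of 1917, 441 and 120 listed genes of the HE against ARE, DP-R1hi MO and DN MO tables. Other steps used Python 3.11.15, NumPy 2.4.6, SciPy 1.17.1, pandas 2.3.3 and Matplotlib 3.10.9.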

Results

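RNA was sequenced from 21 samples in 7 groups of 3, of which 15 libraries in 5 groups entered 3 comparisons: HE against ARE, and runx1 MO against Wt in DP-R1hi and in DN cells. Taking the smallest step of the values as 1 read, the effective library sizes were 13.8 to 19.3 M reads for HE against ARE, 9.72 to 17.6 M for the DP-R1hi MO comparison and 12.7 to 22.6 M for DN. Replicate libraries correlated across the listed genes with r between 0.936 and 0.983; genes are not independent replicates. The tables listed 2732, 676 and 176 genes, with 3 libraries in every group. Values of runx1, the gene that the morpholino targets, were not analysed here. The gate gene kdrl, which codes for a VEGF receptor, was listed only for HE against ARE.

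The comparison of DP-R1hi with DP-R1lo asked which genes set haemogenic endothelium apart from the neighbouring aortic roof. HE cells held more mRNA for receptors of emerging blood cells, for 9 of 13 listed haemogenic transcription factors, for DNA methyltransferases, and for the machinery that makes ribosomes. The roof gate held more mRNA for endothelial, arterial and venous identity, Notch and BMP signalling, collagens and Hox factors. Most listed marker genes of epidermis, nervous system, neural crest and macrophages were also higher in the roof gate, except for 1 neural and 2 myeloid markers after rescaling. Whether cells of those kinds gave part of the other values that were higher in this gate was not tested.

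Of the 2732 listed genes, the authors' deposited table had 1099 higher and 1633 lower in HE. Limma called 2581 at an adjusted p under 0.05, 1037 higher and 1544 lower, and 2725 passed without adjustment. Values did not overlap between groups for 2681 genes (98.1%), where chance gives 10% for 3 against 3 among unselected genes; these genes were selected on the same libraries, so the share is no evidence of its own. Scaling factors of the libraries, from median ratios over the listed genes, differed between groups by a mean log2 of −0.86. Rescaling by them left 1918 genes, 1099 higher and 819 lower. The listed genes were chosen as changed, so this rescaling is no check of the normalisation. Only 10 splits of 6 libraries into 3 and 3 exist: the real split gave 2581 genes and the highest other gave 0. In the authors' deposited table, 130 genes had a log2 change above 1.7 and 995 a change below −1.7.

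The gate gene kdrl stood at 15 ± 9.77 CPM in HE and 125 ± 61.1 in ARE (SD, n = 3), a limma log2 difference of −3.04 ± 0.42 (SE) with an adjusted p of 3.22e-04. The zinc finger repressor gene gfi1aa rose most among the named genes, from 5.19 ± 2.96 CPM in ARE to 194 ± 54.1 in HE (log2 5.05, limma adjusted p = 4.09e-06). Its paralog gfi1ab stood at 40.3 ± 8.62 CPM in HE against 0.871 ± 0.455 in ARE (log2 4.47, limma adjusted p = 4.96e-06). The stem cell factor myb reached 806 ± 69.9 CPM against 158 ± 15.5 (log2 2.34, limma adjusted p = 1.16e-06). Of the haemogenic transcription factors, 9 were higher in HE, including znf296 at 1.75, gata2b at 1.61, zfpm1 at 1.49, tal1 at 1.02 and gfi1b at 1.01. The other 4 were lower: etv2 (−4.19) and erg (−3.42), ETS factors of early endothelium, with gata2a (−1.69) and spi1a (−0.96, or −0.11 after rescaling). The direction of this list against all other genes gave an adjusted p of 0.0546 (Fisher's exact test, two-sided). The factor lmo2, 0.68 higher, lost its limma call without Wt-DP-R1hi 1 (adjusted p = 0.0756).

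Among blood cell receptors and signalling genes, 10 were higher and 2 lower in HE (Fisher's exact test, adjusted p = 0.00824). The interferon regulatory factor gene irf1b stood at 79.9 ± 6.94 CPM in HE against 7.61 ± 4.70 in ARE, and the thrombopoietin receptor gene mpl at 15.2 ± 8.27 against 1.3 ± 0.869. The kinase genes pik3cd (log2 1.45) and syk (1.35) and the TIE2 ligand gene angpt1 (1.04) followed. The macrophage receptor csf1ra (−3.35) and the macrophage factor irf8 (−3.16) were the 2 lower members. All 7 DNA methyltransferase genes were higher in HE (Fisher's exact test, adjusted p = 0.00374). The de novo enzyme gene dnmt3ba reached 667 ± 38.5 CPM against 38.4 ± 1.79, a log2 difference of 4.08 ± 0.12 (SE) and a limma adjusted p of 5.91e-08. Its paralog dnmt3bb.1 stood at 247 ± 20.1 against 42.3 ± 8.71 (log2 2.53), dnmt3bb.2 differed by 1.38, and uhrf1, the maintenance partner, by 0.85. Reads of the close dnmt3 copies may be split between them by counting, so values of single copies are uncertain. All members of the haemogenic, receptor and methyltransferase lists (13, 12 and 7) passed limma, over all genes tested and adjusted over the list alone; the study chose part of them on these samples, so that is not independent evidence. Calls of some smaller differences were lost when 1 library was left out. The gene dnmt3aa (1.09) lost its limma call without Wt-DP-R1hi 2 (adjusted p = 0.0687). For dnmt3ab (0.73) this held without Wt-DP-R1hi 1 (0.0699) or 2 (0.178) and without Wt-DP-R1lo 1 (0.0636) or 2 (0.118). The call of dnmt3bb.3 (1.03) was lost without any 1 library but Wt-DP-R1lo 1 (0.0565 to 0.0992). Its log2 difference in those fits was 0.77 to 1.15.

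**Figure D1:**
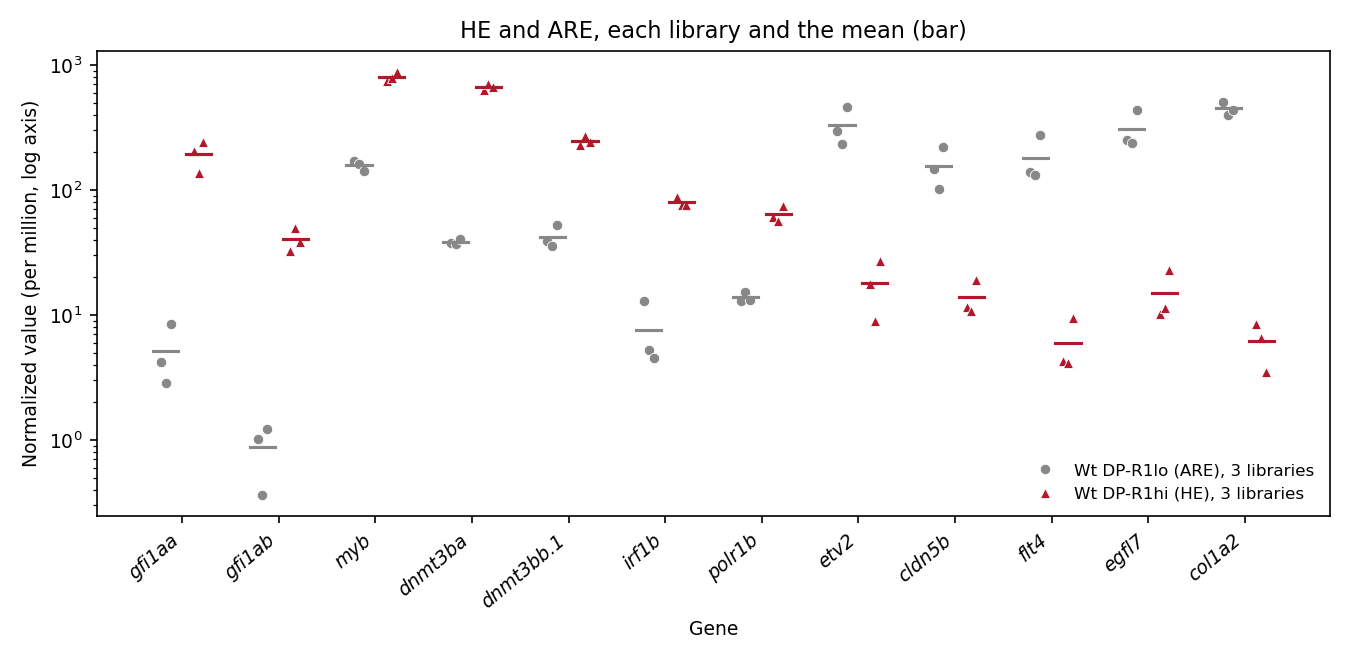
Normalised expression of 12 genes in CPM on a log axis, for the 3 libraries each of HE (DP-R1hi, red triangles) and ARE (DP-R1lo, grey circles), with bars at the group means. The gene gfi1aa averaged 194 in HE against 5.19 in ARE, and col1a2 averaged 6.19 in HE against 450 in ARE.

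Genes of ribosome production gave the lowest p of the lists, with 51 members higher in HE and 0 lower (Fisher's exact test, adjusted p = 6.66e-20) and a median log2 difference of 1.32. All 51 passed limma over all genes tested and 51 adjusted over the list alone. The RNA polymerase I subunit gene polr1b stood at 64.0 ± 9.06 CPM in HE against 13.8 ± 1.18 in ARE, and the nucleolar gene mybbp1a at 249 ± 34 against 57.8 ± 9.04. The processome genes pwp2h and nol6 differed by 1.86 and 1.63. Cytosolic ribosomal proteins had only 2 listed members, both higher and both passing over all genes tested and adjusted over the list alone, rpl7l1 by 0.90 and rps20 by 0.40. The rps20 call was lost without Wt-DP-R1hi 1 (limma adjusted p = 0.179) or 2 (0.0642) and without Wt-DP-R1lo 2 (0.105) or 3 (0.0881). Of the cell cycle and replication genes, 16 were higher and 2 lower in HE, or 17 and 1 after rescaling (Fisher's exact test, adjusted p = 1.32e-04). The replication genes orc1 (1.25), pold1 (1.17), hells (1.15) and tk1 (1.08) were among the higher ones, and 17 members passed limma over all genes tested and 18 adjusted over the list alone. Oxidative phosphorylation genes split 5 to 1 (Fisher's exact test, adjusted p = 0.0546), with cox8b at 3.46, cox6b1 at 1.85 and cox4i2 at −1.64; 6 passed over all genes tested and 6 adjusted over the list alone. The 1 listed glycolysis gene, gapdhs, was lower by −0.90 and lay at −0.04 after rescaling, and it passed limma over all genes tested and adjusted over the list alone.

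Primitive erythroid genes were higher in HE for 6 of 6 members (Fisher's exact test, adjusted p = 0.00764), with 5 passing limma over all genes tested and 6 adjusted over the list alone. The erythroid zinc finger gene blf reached 1206 ± 41.3 CPM against 130 ± 12.7, znfl2a differed by 1.66 and gata1a by 0.80. Whether these values came from primitive erythrocytes, in which the study describes stable Citrine, was not tested. Among other large rises, the myelin protein gene pmp22b reached 1130 ± 56.5 CPM against 86.4 ± 14.3, and the transcriptional cofactor gene dachb 94.1 ± 3.21 against 6.30 ± 1.32. The kinase gene prkcha differed by 3.35 and the clotting factor gene vwf by 3.65.

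Arterial and Notch genes were lower in HE for 24 members and higher for 1 (Fisher's exact test, adjusted p = 2.07e-04), with a median log2 difference of −2.34. The water channel gene aqp8a.1 differed by −4.33, the tight junction gene cldn5b by −3.38, sox7 by −3.33, hey1 by −3.21, notch1a by −2.53 and hey2 by −2.47. The ephrin gene efnb2a differed by −1.68. The Notch ligand gene dll4 stood at 36.5 ± 23.8 CPM in HE against 119 ± 47.8 (log2 −1.80, limma adjusted p = 0.00768). The exception was sox17, which rose from 1.53 ± 0.706 CPM in ARE to 9.39 ± 3.27 in HE (log2 2.02, limma adjusted p = 0.00156). Over all genes tested 23 members passed limma, and 24 did adjusted over the list alone. The members jag1b (−1.03, limma adjusted p = 0.0547) and her4.2 (−0.94, adjusted p = 0.295) did not pass over all genes. With the replicate number as a block, 24 members passed over all genes tested. Calls were lost for notch2 without Wt-DP-R1hi 3 (limma adjusted p = 0.0656) and Wt-DP-R1lo 2 (0.0883), for vegfc without Wt-DP-R1hi 1 (0.0557) for dld without Wt-DP-R1hi 1 (0.0508), and for dlb (−1.23) without Wt-DP-R1hi 1 (0.104) and Wt-DP-R1lo 1, 2 or 3 (0.106, 0.0940 and 0.0691).

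Venous and lymphatic genes split 1 higher to 14 lower (Fisher's exact test, adjusted p = 0.0105), and all 15 passed limma over all genes tested and 15 adjusted over the list alone. The apelin receptor gene aplnra stood at 12 ± 9.93 CPM in HE against 463 ± 145 in ARE, and the scavenger receptor gene stab1, the VEGF-C receptor gene flt4 and the endocytic adaptor gene dab2 differed by −5.12, −4.72 and −4.37. The venous kinase gene ephb4b differed by −2.88. Pan-endothelial genes split 1 to 21 (Fisher's exact test, adjusted p = 7.44e-04), the 1 higher member being vwf, and 22 of 22 passed over all genes tested and 22 adjusted over the list alone. The angiopoietin receptor gene tek differed by −4.52, and the vessel factor gene egfl7 stood at 14.9 ± 7.11 CPM against 308 ± 111.

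Extracellular matrix and integrin genes were lower in HE for 24 of 24 members (Fisher's exact test, adjusted p = 4.12e-05), including the collagen gene col5a2a (−4.99) and postnb (−4.36), which codes for periostin. In this list 23 members passed limma over all genes tested and 24 adjusted over the list alone. Hox genes were lower for 29 of 29 (Fisher's exact test, adjusted p = 3.36e-06), with hoxd12a at −3.25 and hoxa9b at −3.05; 28 passed over all genes tested and 29 adjusted over the list alone. BMP, TGF-beta and Hedgehog genes split 1 higher to 17 lower (Fisher's exact test, adjusted p = 0.00506), and 18 passed over all genes tested and 18 adjusted over the list alone. The BMP response gene id1 stood at 36.1 ± 8.80 CPM in HE against 323 ± 68.3 in ARE, and the ligand genes bmp2b and bmp4 differed by −3.41 and −2.99. The chemokine gene cxcl12b had the largest fall among the named genes, from 251 ± 47.1 CPM in ARE to 2.16 ± 0.956 in HE (log2 −6.34, limma adjusted p = 1.93e-07). Further large falls were those of mafbb (−5.87), pmp22a (−5.27) and the glutamine synthetase gene glula (−5.12).

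Markers of other tissues were examined next. Epidermis and periderm markers were lower for 18 of 18 members (Fisher's exact test, adjusted p = 3.92e-04), with the keratin gene krt4 at 16.9 ± 9.10 CPM in HE and 917 ± 722 in ARE; 17 passed limma over all genes tested and 18 adjusted over the list alone. These markers together made up 0.0242% of all normalised counts in HE and 0.316 ± 0.128% in ARE. Neural crest and sclerotome markers were lower for 7 of 7 (Fisher's exact test, adjusted p = 0.0546), with col1a2 at −6.03, col1a1a at −5.82 and pax9 at −4.14; 6 passed over all genes tested and 7 adjusted over the list alone. Neural markers were lower for 14 of 14, 1 of them higher after rescaling (Fisher's exact test, adjusted p = 0.00339), with nova2 at −2.59 and sox3 at −2.23; 11 passed over all genes tested and 14 adjusted over the list alone. Myeloid markers were lower for 6 of 6, with 2 higher after rescaling (Fisher's exact test, adjusted p = 0.0970), and all 6 passed over all genes tested and adjusted over the list alone; the chemokine gene ccl34a.4 differed by −4.66 and the macrophage perforin gene mpeg1.1 by −4.24. Of the pronephros, gut and liver markers 4 of 4 were lower, with 3 passing over all genes tested and 3 adjusted over the list alone, among them the protease gene ctsla at −4.84. Both muscle markers, myl13 (−2.47) and tnnt2a (−1.31), were lower and passed over all genes tested and adjusted over the list alone, although tnnt2a lost its limma call without Wt-DP-R1hi 1 (adjusted p = 0.0852) or 3 (0.0768) and without Wt-DP-R1lo 2 (0.129) or 3 (0.0924).

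Stress lists were mixed. Immediate early and heat shock genes split 1 higher to 12 lower, with 2 higher after rescaling (Fisher's exact test, adjusted p = 0.0286), including zfp36l1a at −2.71 and jun at −1.81; 11 passed limma over all genes tested and 13 adjusted over the list alone. The DNA damage and stress genes split 1 to 7 (Fisher's exact test, adjusted p = 0.163), with sesn3 at −2.14, and 5 passed over all genes tested and 8 adjusted over the list alone. Interferon and inflammatory genes split 3 to 6, or 4 to 5 after rescaling (Fisher's exact test, adjusted p = 0.748), with tnfb at −2.71, and 8 passed over all genes tested and 9 adjusted over the list alone. Across the 20 lists tested, 14 had an adjusted p under 0.05 by Fisher's exact test. The immediate early list did not pass among genes at the authors' FDR under 0.01 (adjusted p = 0.190, Fisher's exact test), at a log2 change of at least 1 (0.140) or among genes passing limma without overlap (0.0738), and the venous list did not at a log2 change of at least 1 (0.107).

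**Figure D2:**
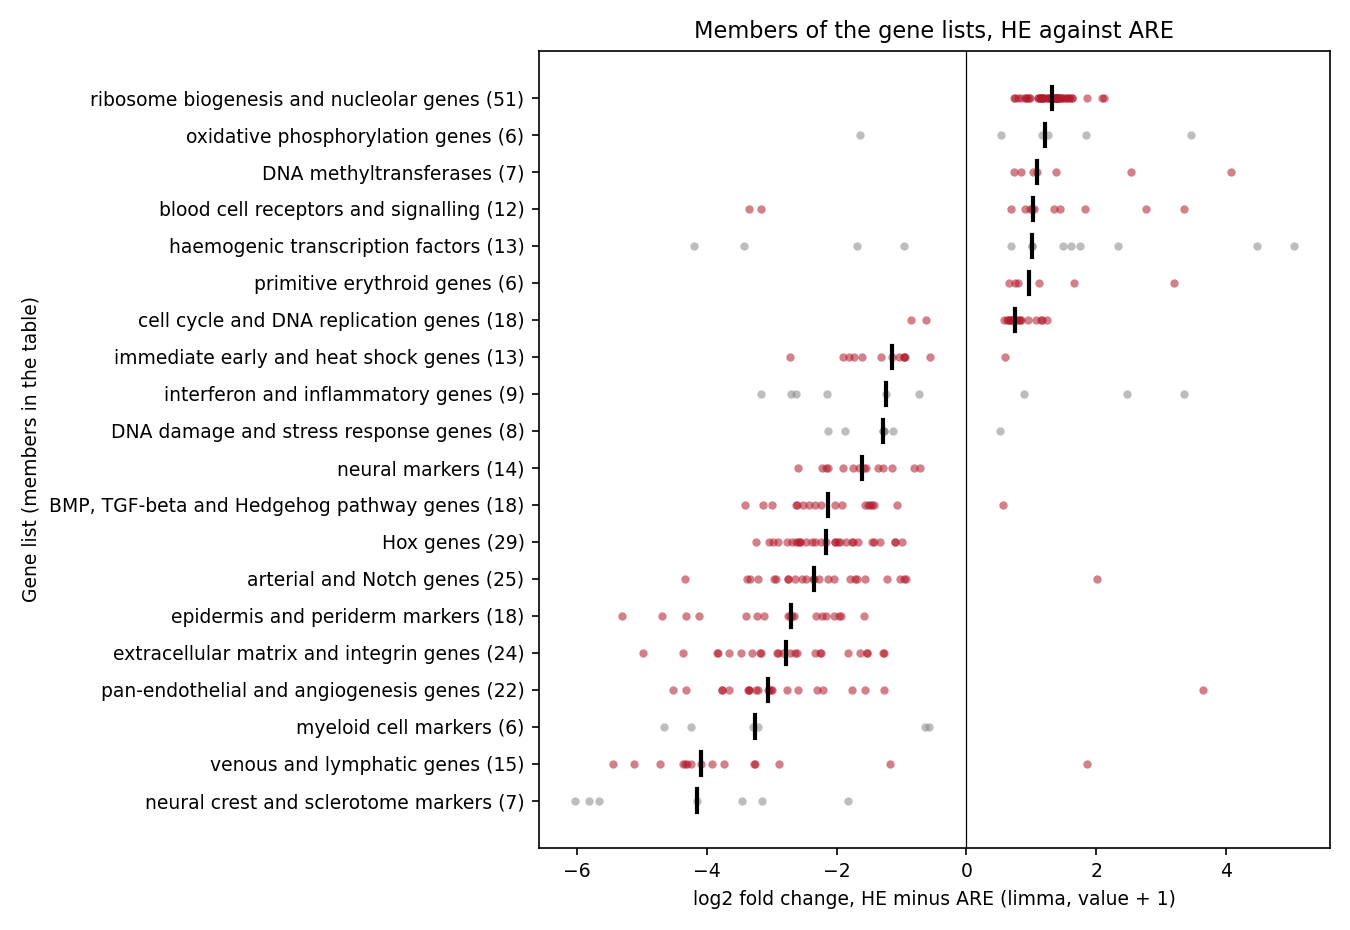
Log2 difference between HE and ARE (limma, n = 3 per group) on the horizontal axis for the members of each gene list with at least 5 members, 1 point per gene and a black bar at the list median; red lists passed Fisher's exact test for direction and grey lists did not. The ribosome biogenesis list had a median of 1.32 and the Hox list a median of −2.17.

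The comparison of MO with Wt in the DP-R1hi gate asked which genes of HE depend on runx1. After the knockdown, HE-gated cells had less mRNA for the blood factors gfi1ab and irf1b, for the receptors and ligands mpl and angpt1, and for DNA methyltransferases. They had more mRNA for the macrophage genes ccl34a.4, mfap4 and mpeg1.1, for globins and other erythroid genes, and for the stress gene ccng1. Arterial genes leaned upward, with 3 of 12 passing the test, or 7 with the numbered pairs as a block. Of those 3, sox17 and sox32 were picked by the study on these samples, and sox17 was the 1 arterial member higher in HE than in ARE. The arterial genes dll4 and efnb2a were not listed for this comparison. By quantitative PCR in runx1 mutants, the paper reports similar dll4 levels in HE and ARE, and raised efnb2a and sox17 in HE.

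The authors' deposited table had 421 listed genes higher and 255 lower in MO. Limma called 280 of the 676, 178 higher and 102 lower, and 661 passed without adjustment; with the numbered pairs as a block it called 376. Values did not overlap for 630 genes (93.2%, against 10% by chance for unselected genes). The scaling factors over listed genes differed between groups by a mean log2 of 0.80, and rescaling by them left 293 genes, 56 higher and 237 lower. The count dropped to 101 without Wt-DP-R1hi 1, to 94 without Wt-DP-R1hi 2 and to 176 without Wt-DP-R1hi 3. Among 10 splits the real one gave 280 and the highest other 3. Values of the Wt-DP-R1hi libraries were 1.08, 1.08 and 1.1 times those in the HE against ARE table, as the authors normalised each model on its own.

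The angiopoietin gene angpt1 fell from 37.8 ± 1.89 CPM in Wt to 1.82 ± 1.02 in MO (SD, n = 3), a limma log2 difference of −3.84 ± 0.34 (SE) with an adjusted p of 4.58e-04. Next came gfi1ab, which fell from 43.6 ± 9.19 to 4.99 ± 0.0850 CPM (log2 −2.88, limma adjusted p = 7.00e-04). The receptor gene mpl fell from 16.4 ± 8.86 to 1.3 ± 0.0715 CPM (log2 −2.80, limma adjusted p = 0.00587), and irf1b from 86.6 ± 7.16 to 15 ± 1.15 (log2 −2.45, limma adjusted p = 4.58e-04). The mast cell protease gene cpa5 fell from 2843 ± 127 to 433 ± 44.8 CPM (log2 −2.72, limma adjusted p = 8.33e-05). The complement gene cfh fell by 2.19 and the mitochondrial ribosome gene mrpl28 by 2.17. The kinase gene syk differed by −1.49, a call lost without Wt-DP-R1hi 2 (limma adjusted p = 0.0652). Of the blood cell receptor and signalling list, 8 were lower and 2 higher in MO (Fisher's exact test, adjusted p = 0.0217), and 9 passed limma over all genes tested and 10 adjusted over the list alone. Most of the lower members were picked by the study as Runx1-activated on these samples, so this direction is not independent evidence. The 2 higher members were csf1ra (2.50) and irf8 (2.61).

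All 6 listed DNA methyltransferase genes were lower in MO (Fisher's exact test, adjusted p = 0.0217), with a median log2 difference of −1.04. The study picked the dnmt3 members as Runx1-activated on these samples, so their direction is not independent evidence. Separately, the paper reports reduced expression of dnmt3 genes in runx1 mutants by quantitative PCR. The gene dnmt3bb.1 fell from 268 ± 21.0 to 76.8 ± 12.6 CPM (log2 −1.80, limma adjusted p = 0.00103), and the call held in all 6 fits with 1 library left out. The call of dnmt3ba, which fell from 723 ± 40.7 to 355 ± 43.9 CPM (log2 −1.03, limma adjusted p = 0.00984), was lost without Wt-DP-R1hi 1 (0.0609) and Wt-DP-R1hi 2 (0.0616). Over all genes tested 5 members passed limma and 6 adjusted over the list alone, but dnmt3bb.2 and dnmt1 lost their calls without any 1 library (0.0504 to 0.17, and 0.0545 to 0.210), and dnmt3ab without any but MO-DP-R1hi 3 (0.102 to 0.247). The haemogenic transcription factors split 3 higher to 3 lower (Fisher's exact test, adjusted p = 0.678), with 5 passing over all genes tested and 6 adjusted over the list alone; beside gfi1ab, only differences of 1.41 or less were found, such as erg at 1.41 (adjusted p = 0.176). Limma calls were lost for fli1a (−0.73) without any 1 library (adjusted p = 0.0605 to 0.17), for tal1 (0.93) without any but MO-DP-R1hi 3 (0.0872 to 0.169), for spi1a (1.12) without any but MO-DP-R1hi 1 (0.0598 to 0.168) and for znf296 (−1.09) without any but MO-DP-R1hi 2 (0.0974 to 0.217). Cell cycle genes were lower for 5 of 5 (Fisher's exact test, adjusted p = 0.0217), with mcm5 at −0.85 (limma adjusted p = 0.0575, or 0.0229 with the block) and mki67 at −0.81; 1 passed limma over all genes tested (4 with the block) and 5 adjusted over the list alone. The 1 listed ribosome biogenesis gene, mybbp1a, differed by −0.70, and it passed only adjusted over the list alone.

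Macrophage genes were among the largest rises in MO. The chemokine gene ccl34a.4 rose from 12.1 ± 3.43 to 203 ± 61.2 CPM (log2 3.96, limma adjusted p = 1.30e-04), and the matrix-binding gene mfap4 from 43.9 ± 17.0 to 445 ± 25.4 (log2 3.38, limma adjusted p = 1.82e-04). The gene mpeg1.1 rose by 2.58, while the peroxidase gene mpx of neutrophils fell from 4305 ± 806 to 1649 ± 560 CPM (log2 −1.42, limma adjusted p = 0.0169). The mpx call was lost without MO-DP-R1hi 3 (limma adjusted p = 0.0608), Wt-DP-R1hi 1 (0.120) and Wt-DP-R1hi 2 (0.0982). The paper states that primitive neutrophils are fewer in runx1 mutants. Whether a changed share of myeloid cells in the gate gave the falls of mpx and cpa5 or the rises of macrophage genes was not tested. Of the 4 listed myeloid markers 3 were higher and 1 lower, and all 4 passed over all genes tested and adjusted over the list alone. Other large rises were those of the phosphatidylserine receptor gene havcr1, from 11 ± 3.10 to 151 ± 6.02 CPM, the ubiquitin ligase gene lnx1 (3.83), the annexin gene anxa2a (3.82), the transcription factor gene mafba (3.46), the galectin gene lgals2a (3.27) and the hormone-binding gene crhbp (3.07).

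Primitive erythroid genes were higher in MO for 11 of 11 members (Fisher's exact test, adjusted p = 0.0217), and 10 passed limma over all genes tested and 11 adjusted over the list alone. They made up 17.1 ± 3.98% of all normalised counts in MO and 5.36 ± 0.855% in Wt. The embryonic globin gene hbbe2 rose from 610 ± 102 to 2724 ± 972 CPM (log2 2.1, limma adjusted p = 0.00418). The globin genes hbae3 and hbbe1.1 rose by 1.7 and 1.76 (limma adjusted p = 0.00722 for both), calls lost without Wt-DP-R1hi 1 (0.0634 and 0.0600). Counting may split reads between the globin copies, so single copies are uncertain.

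The DNA damage and stress genes split 10 higher to 1 lower (Fisher's exact test, adjusted p = 0.0749), with 6 passing limma over all genes tested and 11 adjusted over the list alone. The cyclin gene ccng1 rose from 307 ± 12.9 to 1921 ± 425 CPM (log2 2.62, limma adjusted p = 1.30e-04). The sestrin gene sesn3 differed by 1.82, a call lost without Wt-DP-R1hi 1 (limma adjusted p = 0.0710) and Wt-DP-R1hi 2 (0.0652). Interferon and inflammatory genes split 4 to 1 (Fisher's exact test, adjusted p = 0.678), the cytokine gene tnfb rising by 1.98, and 4 passed over all genes tested and 5 adjusted over the list alone. Immediate early genes were higher for 4 of 4, with 1 passing over all genes tested (2 with the block) and 3 adjusted over the list alone; jun stood at 2.07 (limma adjusted p = 0.0799, or 0.00430 with the block).

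Arterial and Notch genes split 11 higher to 1 lower in MO (Fisher's exact test, adjusted p = 0.0608); 3 passed limma over all genes tested, 7 with the block, and 12 adjusted over the list alone. The endodermal and endothelial factor gene sox17 rose from 10.2 ± 3.64 to 39.5 ± 5.61 CPM (log2 1.90, limma adjusted p = 0.0107), and the related sox32 from 6.13 ± 1.33 to 28.5 ± 8.68 (log2 2.02, limma adjusted p = 0.0108). Both calls were lost without Wt-DP-R1hi 1 (0.0638 for sox17, 0.0753 for sox32) and without Wt-DP-R1hi 2 (0.0521 and 0.0657). The third passing member, dlc (1.89), lost its limma call without any library but Wt-DP-R1hi 3 (adjusted p = 0.0696 to 0.169), so without Wt-DP-R1hi 1 or Wt-DP-R1hi 2 none of these 3 passed. Below the threshold, aqp8a.1 stood at 2.1 (limma adjusted p = 0.118, or 0.00330 with the block), hey2 at 1.69 (0.0951, or 0.00987), cldn5b at 1.26 (0.156) and notch1b at −1.51 (0.0860). Pan-endothelial genes split 2 to 1, with 1 passing over all genes tested and 3 adjusted over the list alone, and the 1 venous gene, nrp2a (1.03), passed only adjusted over the list alone. Hox genes were higher for 7 of 7 (Fisher's exact test, adjusted p = 0.0699); limma passed 0 over all genes tested, 1 with the block and 7 adjusted over the list alone, hoxd3a being at 1.7 (adjusted p = 0.0799, or 0.0208 with the block).

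Markers of other tissues were tested in the same libraries. Epidermis and periderm markers were higher in MO for 10 of 10 (Fisher's exact test, adjusted p = 0.0324), with 2 passing limma over all genes tested, 7 with the block and 9 adjusted over the list alone. The calcium-binding gene s100a10b rose from 14.5 ± 3.09 to 99.8 ± 34 CPM, whereas krt4 stood at 1096 ± 1205 against 18.3 ± 9.85 (limma adjusted p = 0.219, or 0.0165 with the block). Neural crest markers were higher for 3 of 3, with 1 passing over all genes tested, 3 with the block and 3 adjusted over the list alone; col1a2 differed by 1.98, a call lost without MO-DP-R1hi 2 (limma adjusted p = 0.0552) and Wt-DP-R1hi 2 (0.0616). Matrix genes split 3 to 1 and BMP pathway genes 2 to 0, each with 1 passing over all genes tested and with 4 and 2 adjusted over the list alone. The passing matrix gene was the lower one, col5a3a (−1.83), whose limma call was lost without any library but MO-DP-R1hi 1 (adjusted p = 0.0566 to 0.149), and the call of the BMP pathway gene id2a (0.81) was lost without any 1 library (0.0545 to 0.221). The 1 pronephros, gut and liver gene, ctsla, was higher by 2.09 and passed over all genes tested and adjusted over the list alone, but not without Wt-DP-R1hi 1 (limma adjusted p = 0.0595). Single genes remained of the neural list (plp1a, −1.49, limma adjusted p = 0.152, or 0.0472 with the block) and the glycolysis list (aldoab, −1.66, 0.166, or 0.0167 with the block), each passing only adjusted over the list alone. Both muscle genes were lower, myhz1.1 at −2.50 and tnnc2 at −1.36, and neither passed limma over all genes tested or adjusted over the list alone, although myhz1.1 had an adjusted p of 0.00138 with the block. Across the 10 lists tested in this comparison, 5 passed Fisher's exact test. Among genes at the authors' FDR under 0.01 and at a log2 change of at least 1, the receptor list (adjusted p = 0.0514 and 0.0560), the erythroid list (0.104 and 0.0827) and the epidermis list (0.104 and 0.0827) did not pass Fisher's exact test.

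**Figure D3:**
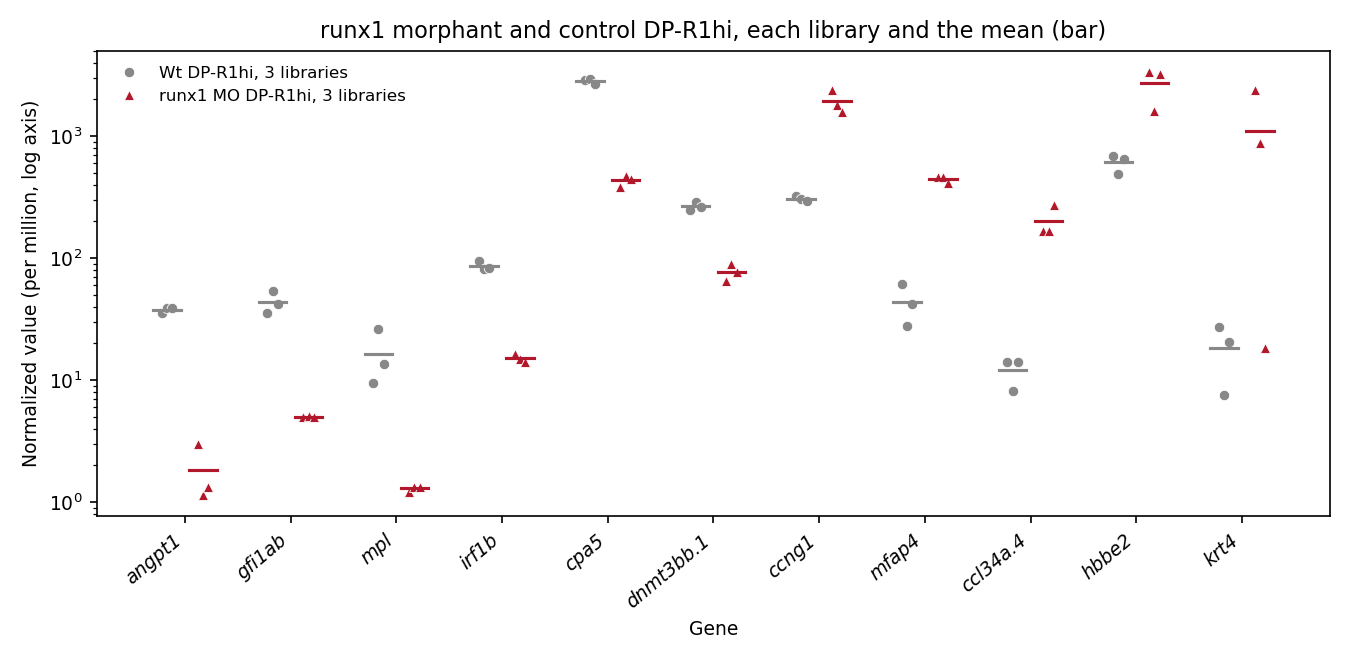
Normalised expression of 11 genes in CPM on a log axis in DP-R1hi cells, for the 3 libraries each of runx1 MO (red triangles) and Wt (grey circles), with bars at the group means. The gene angpt1 averaged 1.82 in MO against 37.8 in Wt, and the 3 MO values of krt4 ranged from 18.4 to 2397.

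Comparing both tables asked whether genes that mark HE also depend on runx1. Of 397 genes listed in both, 86 were higher in HE and lower in MO, against 25.7 expected from the 10916 genes tested (3.35-fold, exact hypergeometric test, p = 1.81e-25). A further 275 were lower in HE and higher in MO, against 63.0 expected (4.37-fold, exact p = 8.28e-129). Only 19 were higher in both, against 42.4 expected, and 17 lower in both, against 38.1. Direction in 1 table against the other gave p = 2.30e-50 (Fisher's exact test, two-sided). The group of 86 held 7 receptor and signalling genes (angpt1, irf1b, mpl, pik3cd, pik3r1, selp and syk), 5 DNA methyltransferases, 4 cell cycle genes and the haemogenic factors gfi1ab and znf296. The study picked these 7 receptor genes, both haemogenic factors and the dnmt3 members from this same overlap. Their presence here is therefore not independent evidence. The group of 275 held 10 epidermis markers, 9 arterial genes, 6 DNA damage and stress genes and 6 Hox genes. The genes sox17, ptgdsb and tal1 were higher in both, and gstr, jam3b and mfap2 lower in both.

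Both differences use the same Wt-DP-R1hi libraries, which links them even without a shared cause. Across the 397 genes the correlation between the HE marking (HE minus ARE) and the knockdown effect with its sign turned was 0.757, where simulations with shared controls and no other link gave 0.397 on average and 0.631 at most. The covariance was 2.1 against 0.0573 in the simulations, a difference of 2.04. Opposed signs were found for 90.9% of genes, against 65.5% simulated on average and 75.3% at most. The simulated genes were not selected for being called in both comparisons, as the 397 genes were. The simulated values are therefore no upper bound for what shared controls alone could give. The knockdown moved the median gene by 65.8% of the difference between HE and ARE, with quartiles at 42.5% and 92.5%; this covers only the 397 genes called in both tables, a selection that favours large shares.

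**Figure D4:**
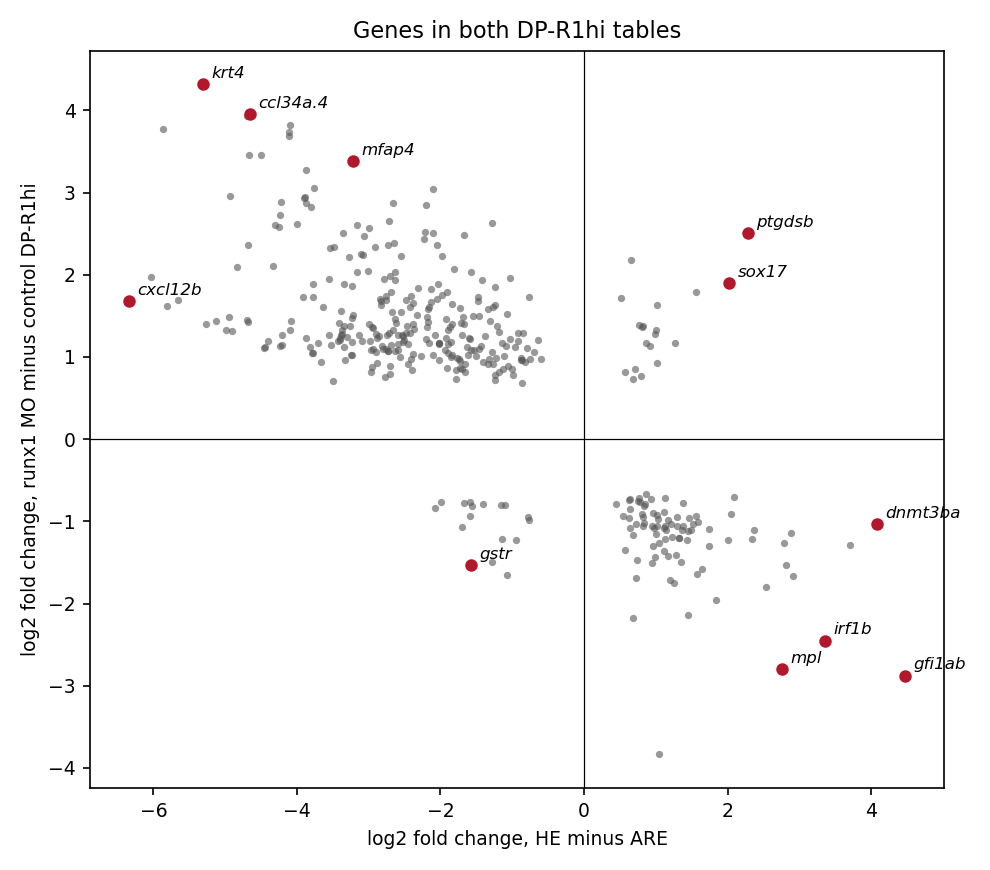
Log2 difference between HE and ARE (horizontal axis) against the log2 difference between MO and Wt in DP-R1hi (vertical axis), 1 point for each of the 397 genes listed in both tables. The quadrant of genes higher in HE and lower in MO holds 86 genes, and the opposite quadrant holds 275.

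The comparison of MO with Wt in DN cells asked what the morpholino did outside the endothelium. Non-endothelial cells of injected embryos had more mRNA for the stress genes ccng1, mdm2 and phlda3. Erythroid genes were lower as a list, although limma calls of single globin genes were lost in fits with 1 library left out. The log2 difference of hbae3 was −1.42 to −1.51 in the fits that lost its call. The 15 listed genes of ribosome production had higher values, or 11 of 15 after rescaling, but only 2 passed the test.

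The authors' deposited table had 119 listed genes higher and 57 lower in MO. Limma called 40 of the 176, 34 higher and 6 lower, and 176 passed without adjustment. Values did not overlap for 174 genes (98.9%, against 10% by chance for unselected genes). The scaling factors over listed genes differed between groups by a mean log2 of 0.91, and rescaling by them left 44 genes, 11 higher and 33 lower. The count dropped to 8 without Wt-DN 1 and to 25 without Wt-DN 3, all of these higher in MO. Among 10 splits the real one gave 40 and the highest other 0.

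The ubiquitin ligase gene mdm2 rose from 16.2 ± 4.77 to 182 ± 40.6 CPM (log2 3.42, limma adjusted p = 3.86e-04), ccng1 from 295 ± 22.0 to 3060 ± 567 (log2 3.36, limma adjusted p = 9.12e-05) and phlda3, an AKT inhibitor gene, from 9.48 ± 1.82 to 104 ± 28.3 (log2 3.30, limma adjusted p = 5.30e-04). The enzyme gene upb1 rose from 4.45 ± 2.47 to 44.0 ± 2.74 CPM and fam160b1 by 3.01. Without Wt-DN 1, limma no longer called lnx1 (4.38; adjusted p = 0.0906), the caspase gene casp8 (3.81; 0.0835), the growth factor gene igf2a (3.27; 0.209) or the cell cycle inhibitor gene cdkn1a (2.84; 0.0608). The DNA damage and stress list split 11 higher to 1 lower (Fisher's exact test, adjusted p = 0.106), with 10 passing limma over all genes tested and 12 adjusted over the list alone.

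Ribosome biogenesis genes were higher in MO for 15 of 15 members, or 11 higher and 4 lower after rescaling (Fisher's exact test, adjusted p = 0.00389). The nucleolar gene wdr43 stood at 431 ± 35.8 CPM against 154 ± 19.1 (log2 1.48), and dcaf13 differed by 1.44; these 2 passed limma over all genes tested and 15 adjusted over the list alone, and both calls were lost without Wt-DN 1 (adjusted p = 0.129 and 0.181), that of dcaf13 also without MO-DN 1 (0.0707), Wt-DN 2 (0.0672) and Wt-DN 3 (0.0780). Erythroid genes were lower for 9 of 9 (Fisher's exact test, adjusted p = 9.92e-05), making up 0.0683 ± 0.0234% of all normalised counts in MO and 0.197 ± 0.0201% in Wt; 4 passed limma over all genes tested and 9 adjusted over the list alone. The globin gene hbae3 fell from 473 ± 30.3 to 174 ± 40.7 CPM (log2 −1.46), hbbe3 by 1.71 and the carbonic anhydrase gene cahz by 1.71. These calls were lost without Wt-DN 1 (limma adjusted p = 0.251 for hbae3, 0.380 for hbbe3, 0.393 for cahz), Wt-DN 2 (0.0568, 0.0655 and 0.0858) and Wt-DN 3 (0.0673, 0.0914 and 0.176), and that of cahz also without MO-DN 2 (0.135) and MO-DN 3 (0.0930). The stress granule gene g3bp2, at −1.72, lost its limma call without Wt-DN 1 (adjusted p = 0.209), 2 (0.0591) or 3 (0.0548). Myeloid markers were lower for 6 of 6 (Fisher's exact test, adjusted p = 0.00192), with mfap4 at −1.19 and cybb at −1.16; limma passed 0 over all genes tested and 6 adjusted over the list alone. All 3 neural genes were lower, atoh7 by −2.1 (limma adjusted p = 0.0537), with 0 passing over all genes tested and 3 adjusted over the list alone.

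Of the remaining lists, 1 of 2 immediate early genes passed limma over all genes tested and 2 adjusted over the list alone; that gene, fosl1a, stood at 2.42 (adjusted p = 0.0428) and lost its call without Wt-DN 1 (0.425), Wt-DN 2 (0.171), Wt-DN 3 (0.0780) or MO-DN 1 (0.164). Glycolysis genes (hk2 at 1.07 and aldocb at 0.96) and interferon genes (isg15 at 2.20, il1b at −0.88 and tnfb at −0.86) passed only adjusted over the list alone, in counts of 2 and 3. The same held for the 1 cell cycle gene, cdc25b (−1.11), and the 1 arterial gene, cldn5b (−1.19). Across the 4 lists tested in this comparison, 3 passed Fisher's exact test.

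The DP-R1hi and DN knockdown effects were set side by side to find what both gates shared. Of 63 genes listed for both, 32 were higher in MO in both (4.36 expected, 7.33-fold, exact hypergeometric test, p = 1.94e-19) and 10 lower in both (1.27 expected, 7.90-fold, exact p = 4.23e-07). Another 19 were higher in DP-R1hi and lower in DN (2.09 expected, 9.09-fold, exact p = 6.24e-14), and 2 the reverse (2.64 expected, exact p = 0.746). Direction in DP-R1hi against DN gave p = 0.00799 (Fisher's exact test, two-sided). The authors' deposited table marked 42 genes as changed alike, and these were the 42 same-direction genes; without them, 245 lower and 389 higher genes remained for DP-R1hi. Limma called 25 of the 63 as different between gates, 19 with a more positive effect in DP-R1hi and 6 with a more negative one. The effect on mdm2 was 1.72 in DP-R1hi and 3.42 in DN, and that on lnx1 3.83 and 4.38. For hbbe2 the effects were 2.1 in DP-R1hi and −1.43 in DN, and for mfap4 3.38 and −1.19. Among 100 joint splits, 3 gave a count as large as the real 25, and the highest was 45.

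**Figure D5:**
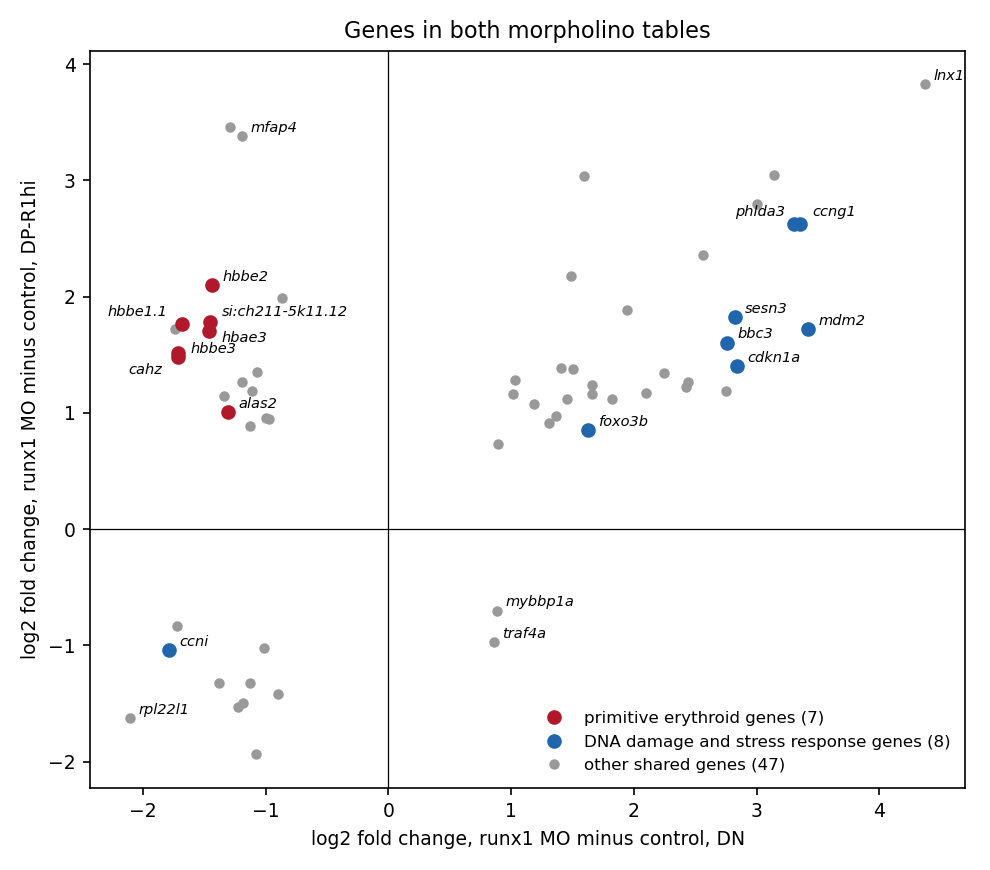
Log2 difference between MO and Wt in DN (horizontal axis) against that in DP-R1hi (vertical axis), 1 point per gene shown, with 7 erythroid genes in red, 8 DNA damage and stress genes in blue and 47 others in grey. The erythroid gene hbbe2 lies at −1.43 and 2.1, and mdm2 at 3.42 and 1.72.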

Values the study reported

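For the comparison of HE with ARE the paper reports 2731 differentially expressed genes, 1099 of them higher in HE, and a subset of 131 genes with a log2 fold change above 1.7. For the runx1 morpholino it reports 676 differentially expressed genes in DP-R1hi and 176 in DN. After removal of genes that moved alike in both gates, it counts 245 genes activated and 389 repressed by Runx1. It gives 85 genes that were both activated by Runx1 and specific to HE. Of these, 22 had conserved expression in mouse, and 16 of those showed potential for direct Runx1 binding in ChIP-seq data from haematopoietic cell lines. For most of the 16 it reports, from quantitative PCR in runx1 mutants, expression in HE that depended on Runx1. Those mutant measurements were not analysed here.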

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

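Chosen only after the results were seen were the tests of the splits of the libraries within each single comparison, of the epidermal cells as source of the whole list, of both explanations for the rise of stress genes, and of the erythroid share and of Runx1 loss for the erythroid genes.

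For 25 of the 63 genes listed in both MO tables, the knockdown effect differed between DP-R1hi and DN when the difference itself was tested (limma, Benjamini-Hochberg over the 63 genes). The difference is DP-R1hi minus DN. The largest named one was mfap4 at 4.57 (adjusted p = 6.20e-08), a macrophage gene that rose in DP-R1hi. Erythroid genes followed: hbbe2 at 3.53, hbbe1.1 at 3.44, si:ch211-5k11.12 at 3.24, hbbe3 at 3.23, cahz at 3.19 and hbae3 at 3.16. The cytokine gene tnfb differed by 2.85 (limma adjusted p = 1.68e-05) and cldn5b by 2.45 (limma adjusted p = 0.00177). Effects were more negative in DP-R1hi for traf4a (−1.83, limma adjusted p = 1.07e-04), mdm2 (−1.70, adjusted p = 0.00118), mybbp1a (−1.59, adjusted p = 2.13e-04) and cdkn1a (−1.44, adjusted p = 0.0404, or 0.0984 after rescaling). All of these genes had been called by the authors in both tables, so the test covers only such genes.

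Erythroid genes were higher in MO in DP-R1hi and lower in DN. Scaling of the libraries as the cause is argued against by the 7 of 7 members whose difference still passed after rescaling. Loss of Runx1 within DP-R1hi cells as a cause could not be decided from DN. The median of the members was −1.46 there, against 1.7 in DP-R1hi. The fall in DN is part of the pattern as it was chosen, so it is no test of what raised the genes in DP-R1hi. A different share of erythroid cells or their RNA in the sorted fractions stays open as a candidate explanation: the members moved together, with a log2 SD of 0.340 in 1 gate and 0.162 in the other. The gates bear on it in both directions. Against it, DP-R1hi requires the kdrl reporter, and the stable Citrine that the study describes in primitive erythrocytes would tend to keep them out of DN. The same Citrine meets the other requirement of DP-R1hi, and the paper counts far more Citrine single-positive than DP-R1hi cells. No cell counts were analysed here.

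Of the 9 DNA damage and stress genes listed for both gates, 8 were higher in MO in both and ccni was lower in both, and the direction of the list did not pass Fisher's exact test in either gate (adjusted p = 0.0749 in DP-R1hi and 0.106 in DN). Loss of Runx1 in the haemogenic endothelium as the whole cause is argued against by the size of the rise, which was smaller in DP-R1hi than in DN for 8 of 8 of those higher members. The median difference was −1.08. Its standard error of 0.129 is over genes, which share the same libraries, so it does not measure the spread between libraries. For that difference 3 members passed limma, of which cdkn1a did not after rescaling (adjusted p = 0.0984). Injection itself cannot be told apart from this morpholino, since 0 groups injected with another morpholino were analysed here. A response of the embryo to loss of Runx1 elsewhere also stays open and was not tested.

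The periderm genes krt4, cyt1l, anxa1c and agr1 were high in 2 of 3 MO-DP-R1hi libraries; agr1 was picked after its values were seen. In MO libraries 1, 2 and 3, krt4 stood at 2397, 874 and 18.4 CPM and cyt1l at 215, 79.8 and 0.515. The same cells as source of the rise of the whole epidermis list are argued against by its 6 other members, whose median log2 range between the MO libraries was 1.44, against at least 5.35 for the 4 genes. That 1 kind of epidermal cell in those libraries and in DP-R1lo is the source of the 4 genes stays a candidate explanation, as their ratios to krt4 kept within a log2 range of 1.47 over 5 libraries. The double-positive gate should exclude such cells, and how they would pass it was not tested, nor was any biological explanation.

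Splits of the libraries cannot decide on any of the counts, because the genes listed were chosen on the real split. For HE against ARE 1 of the 10 splits, the real one, gave 2581 genes or more, and the highest other gave 0. For DP-R1hi 1 of 10 gave 280 or more (highest other 3) and for DN 1 of 10 gave 40 or more (highest other 0). For the difference between gates 3 of 100 splits gave 25 or more, and the highest gave 45. Exchanging MO and Wt within 1 gate would turn the effect that both gates shared into a difference. Whether the splits with high counts were of that kind was not examined.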

How the results depend on the processing

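Added after the results were seen were the tests without members of other cell type lists, without the high-krt4 libraries, and with the gate difference rescaled. In both MO comparisons the number of genes passing limma moved most with the adjustment: over listed genes alone it was 661 for DP-R1hi and 176 for DN, since fewer genes count as tested. At an adjusted p under 0.01 and a log2 change of at least 1 it was 1553 for HE against ARE, 111 for DP-R1hi and 18 for DN, as a stricter threshold allows. Leaving out 1 library at a time gave 2184 to 2371, 94 to 230 and 8 to 33, with fewer samples in each fit, and 23 to 30 for the difference between gates. Without Wt-DP-R1hi 1, 2 or 3 the DP-R1hi count was 101, 94 or 176, and without Wt-DN 1 or 3 the DN count was 8 or 25. With the replicate number as a block the counts were 2686, 376 and 101; the numbers were taken to pair only the DP-R1hi MO libraries, where the block also took the receptor list from 9 to 10 passing members and the erythroid list from 10 to 11, and cyt1l from an adjusted p of 0.368 to 0.0453 (limma), and changed no other call of a gene given with its value. The batches in the labels were split for DN as well, so the DN block may apply; with it the passing members were 7 for the erythroid, 6 for the ribosome biogenesis, 12 for the DNA damage and stress, 1 for the myeloid, 2 for the neural, 1 for the glycolysis, 1 for the interferon and 2 for the immediate early list, and cdc25b (adjusted p = 0.0252) and cldn5b (0.0207) passed limma. Without both high-krt4 libraries, which leaves 1 MO library assumed to vary like the others, 105 genes passed for DP-R1hi, 83 of them among the 280. Of the gene lists of the DP-R1hi MO table, 1 of 7 passed Fisher's exact test at the authors' FDR under 0.01 (2 unadjusted), 0 of 7 at a log2 change of at least 1 (3 unadjusted), and 3 of 5 among genes passing limma without overlap; fewer members were left. Only 1 gene was lower in both MO tables and passed limma in both, which is 18.8-fold over an expectation of 0.0533 (exact hypergeometric test, p = 0.0522). The share of the HE to ARE difference, 65.8% with all libraries, was 56.1%, 56.4%, 59.6%, 67.7%, 72.1% and 74.9% in the 6 settings with ARE and MO set against different control libraries; the cause was not tested. Beside the list members counted in the report and the other observations, some named genes changed sign. In DN after rescaling these were mybbp1a (−0.0149) and traf4a (−0.0340), as rescaling subtracts the difference between the scaling factors. In DP-R1hi without the high-krt4 libraries they were cyt1l (−0.368) and tnnc2 (0.0301). Other settings than leaving out a library left 941 values of named genes as they were for HE against ARE, with 10 newly past the threshold and 15 no longer, 710 with 86 and 64 for DP-R1hi, and 222 with 56 and 8 for DN. Tests with edgeR and DESeq2 were not run, as the check on whole reads was not passed. Limma recovered few simulated genes with a log2 change of 1 (30%, 24% and 0%). The simulations changed only 200, 200 and 58 genes while the adjustment ran over all genes tested, a stricter setting than in the real data. They therefore cannot say what share of small changes was missed.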

Other observations

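The list of vacuolar ATPase genes was chosen after the data were seen, as were the tests of it. The vacuolar ATPase is the proton pump that acidifies lysosomes and endosomes. Its subunit genes were lower in HE than in ARE for 16 of 16 listed members, 3 of them higher after rescaling (Fisher's exact test, two-sided, p = 3.89e-04), with a median log2 difference of −0.998. All 16 passed limma over all genes tested and 16 adjusted over the list alone. In DP-R1hi, 8 of 8 listed members were higher in MO, or 6 of 8 after rescaling (Fisher's exact test, p = 0.0276), with a median of 0.94, and 4 passed limma over all genes tested and 8 adjusted over the list alone. The membrane subunit gene atp6v0ca stood at 189 ± 10.3 CPM in HE and 949 ± 144 in ARE (log2 −2.31), and in DP-R1hi it rose from 205 ± 9.96 in Wt to 744 ± 165 in MO (log2 1.83). The gene atp6v1ba differed by −1.59 between HE and ARE and by 1.22 between MO and Wt. Macrophage markers, which belong to another cell type, moved the same way: mpeg1.1 by −4.24 and 2.58, ccl34a.4 by −4.66 and 3.96, and csf1ra by −3.35 and 2.50. So did the lysosomal protease gene ctsla of the pronephros, gut and liver list, by −4.84 and 2.09. Whether the pump genes changed within endothelial cells was not tested.

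Part of the excess of genes that marked HE and fell in MO may come from the shared Wt-DP-R1hi libraries. The observed correlation was 0.757, against 0.397 on average and 0.631 at most in simulations with shared controls alone, and the covariance differed by 2.04. Those simulations did not select genes by their calls, so they cannot say how large that part is. When ARE and MO were set against different control libraries, the median share of the HE to ARE difference that the knockdown moved was between 56.1% and 74.9%, against 65.8% with all libraries. With the number of genes tested halved, the overlap of 86 genes had an exact hypergeometric p of 1.32e-07.

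Of the 275 genes that were higher in MO and lower in HE, 17 (6.18%) belonged to the lists of other cell types; short lists give only a minimum, and the macrophage genes csf1ra and irf8 are not among the 17. Among genes named for any comparison, 150 of 164 limma calls for HE against ARE held in all 6 fits with 1 library left out. For DP-R1hi 35 of 70 held and for DN 6 of 19.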
